A study of Mus musculus with 12 samples. Its data were reported in "Antisense suppression of the nonsense mediated decay factor Upf3b as a potential treatment for diseases caused by nonsense mutations" (2018).

How the data were processed

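Liver RNA was measured in 12 hFIX-R29X hemophilia B mice, which lack mouse F9 and carry a human factor IX minigene with a nonsense codon. The animals fell into 3 groups of 4, each with 2 females and 2 males. They received the vehicle DPBS, a scrambled control antisense oligonucleotide (ASO) at 15 mg/kg or an ASO against Upf3b at 10 mg/kg. Both ASOs were conjugated to N-acetylgalactosamine (GalNAc), a ligand that directs them to hepatocytes. The protocol gave 6 doses at 5-day intervals to mice of 8 to 14 weeks and collected livers 48 h after the last dose. Groups, sexes and replicate numbers were taken from the sample labels, which give no sequencing or library batch. Upf1-ASO livers, which the series description names, were not analysed here.

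The authors prepared TruSeq libraries from total RNA, sequenced them on an Illumina HiSeq and quantified transcripts with Salmon in quasi-mapping mode against Ensembl mouse cDNA of build GRCm38. Each deposited file holds 1 animal. Estimated counts, as deposited, are the reads Salmon assigned to each transcript and are fractional where reads were shared between transcripts. TPM values, as deposited, are scaled by the authors to the same sum in each sample over all 92468 transcripts and their effective lengths. The effective lengths were identical in the 12 files.

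Transcripts were joined to genes by their Ensembl identifiers through the GENCODE M21 annotation of the same build, from which gene symbols, coordinates and transcript biotypes were also taken. The join covered 98.1% of transcripts and gave 31114 genes. Between 97.51% and 99.26% of the counts of a sample were joined, but only 79.7% to 95.91% of its TPM, and a single short transcript without a match held from 2.39% to 15.98% of the TPM of a liver. Estimated counts were summed per gene and rounded to whole numbers. The 8846 genes with a TPM of at least 5 in at least 4 of the 12 livers were tested.

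Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 on TMM-normalized counts, with all 12 livers in a single fit and sex as a covariate. P-values were adjusted by the Benjamini-Hochberg method and a gene was called changed at an adjusted p-value under 0.05. Standard errors were derived from the log2 fold change and the F statistic. The cutoffs of the study, an unadjusted p-value of at most 0.01 and a change of more than 2-fold, were applied to the same fit. The interaction of sex with treatment was tested in a model with a mean for each group and sex. Normalized values are given as CPM, counts scaled by TMM-normalized library size. The share of TPM on transcripts of the nonsense_mediated_decay biotype was computed over the 3271 protein-coding genes with at least 1 such transcript, and groups were compared by a two-sided exact permutation test. With 4 animals against 4, its smallest possible p-value is 0.029.

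The tests were each checked on 1 draw of simulated negative binomial counts with the gene means and library sizes of these samples. Dispersions followed their trend with expression level, without scatter between single genes. Changed genes had a log2 change of 1 or 2 in either direction, and no sex difference or deviating animal was simulated. The edgeR test recovered 93.5% of 200 changed genes with 4.1% false calls. The interaction test recovered 49% with 3% false calls. On the draw used for the edgeR test, DESeq2 made 11.7% false calls and limma 6.6%. Genes called changed between Upf3b-ASO and control ASO livers had a smaller median absolute log2 fold change, 0.61. The simulated rates may therefore not hold for these livers. Each file was counted as 1 animal, as the labels give it. No 2 replicates had counts that agreed within sampling noise, which speaks against repeated sequencing of 1 library but cannot show that the animals differ.

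Total estimated counts per liver ranged from 13277892 to 20387682. At this depth Upf3b was covered by 10 to 227 counts per liver and Gsta1, another gene of low abundance, by 3 to 1155. The SD between animals includes counting error, and the reads were counted without molecular identifiers.

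Named genes followed a rule fixed before the data were examined. It covered NMD factors and substrates measured in the study, Gspt1, F9 and Y-linked genes. It added the 5 genes with the largest rise and the 5 with the largest fall under Upf3b-ASO among genes changed against both reference groups, in which the 4 treated livers did not overlap the 4 control ASO livers. For control ASO against DPBS and for the sexes, up to 3 genes per direction were named in the same way. Xist was not analysed here, and 1 further gene of the list is not reported. Alternatives covered the expression filter, DESeq2 1.42.0 size factors and its Wald test, a transcript length offset, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), a replicate block, the sex covariate, fits of 2 groups, stricter thresholds, the median of a p-value per treated replicate as the study describes, other forms of the NMD-biotype share and the omission of each animal. Fits with sample quality weights and with rescaled TPM, and the median NMD-biotype share without control ASO replicate 3, were chosen after seeing the data. Computations used R 4.3.3, Python 3.11.15 and SciPy 1.17.1.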

Results

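Transcript abundance was determined by RNA-seq in livers of 12 hFIX-R29X mice, 4 each treated with DPBS, Control-GalNAc-ASO or Upf3b-GalNAc-ASO. The depth of replicates 1 to 4 was 19.06, 20.39, 18.5 and 19.81 M estimated counts (M, mega) in the DPBS group, with a mean of 19.44 ± 0.83 M (SD, n = 4). It was 18.26, 18.37, 18.76 and 17.64 M in the control ASO group, with a mean of 18.26 ± 0.46 M, and 13.28, 17.05, 15.2 and 15.32 M in the Upf3b-ASO group, with a mean of 15.21 ± 1.54 M. Replicates 1 and 2 were females and replicates 3 and 4 males in each group. The Upf3b-ASO libraries were smaller than those of the control ASO and DPBS groups (exact permutation test, two-sided, p = 0.029 for each). Between 7582 and 8887 genes reached a TPM of at least 5 in a liver. The first principal component of log2 CPM held 39.2% of the variance and separated females from males. The second held 26.6% and was dominated by a single animal, the control ASO male of replicate 3, with a score of 55.94. The other livers scored from -28.5 to 13.52. On the first component this animal was also the highest, at 53.51 against 15.27 to 22.36 in the other males. The third component held 14.6%, and all Upf3b-ASO livers (-26.85 to -10.7) scored under all other livers (-8.79 to 23.04). The lowest of these others, at -8.79, was control ASO replicate 3. All comparisons below include control ASO replicate 3 unless stated.

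**Figure D1:**
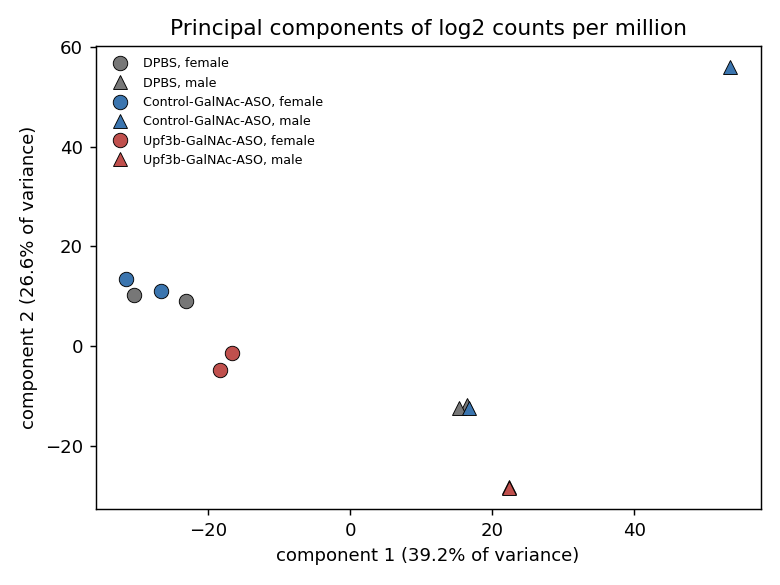
Principal component scores of log2 CPM for each of the 12 livers, with component 1 (39.2% of variance) on the x axis and component 2 (26.6%) on the y axis. Females lie at negative and males at positive scores of component 1, and control ASO replicate 3 lies alone at 55.94 on component 2; the symbols of both Upf3b-ASO males overlap.

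Upf3b, the target of the ASO (ENSMUSG00000036572, chromosome X, 37091678 to 37110322, minus strand, protein coding), was examined first in each liver. Replicates 1 to 4 were at 10.4, 9.38, 13.4 and 10.9 CPM in the DPBS group, at 8.58, 9.56, 7.93 and 12 CPM in the control ASO group and at 1.58, 0.651, 0.999 and 0.662 CPM in the Upf3b-ASO group. The mean was 11 ± 1.74 CPM in DPBS livers and 9.52 ± 1.79 CPM in control ASO livers (SD, n = 4). It was 0.972 ± 0.434 CPM in Upf3b-ASO livers, which rested on 10 to 22 counts per liver. The 4 treated livers all lay under the 4 control ASO livers (exact permutation test, two-sided, p = 0.029). The log2 fold change against control ASO was -3.30 ± 0.27 (SE; edgeR adjusted p = 7.4e-05), a reduction of 89.9%. Against DPBS it was -3.51 ± 0.27 (edgeR adjusted p = 3.2e-05), with 8.8% left. With the replicate number as a block the value was -3.31. The alternative that moved it most, limma on log2(TPM + 1), gave -2.03.

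**Figure D2:**
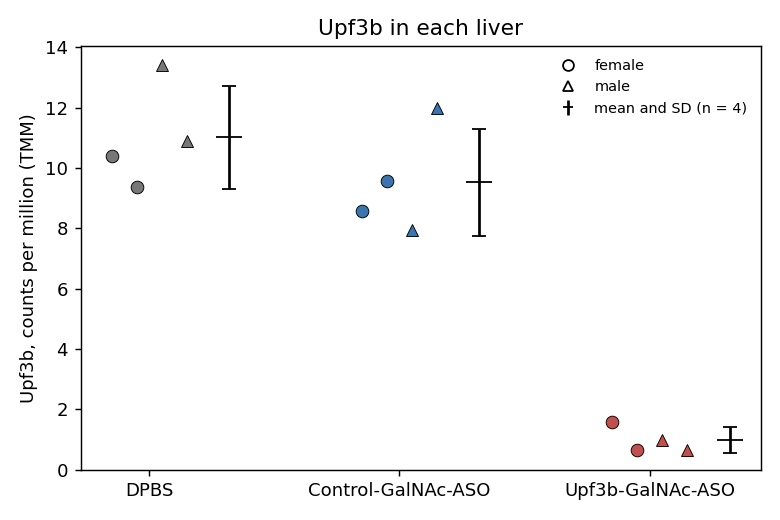
Upf3b abundance in CPM (y axis) in each liver of the 3 groups (x axis), with circles for females, triangles for males and the group mean with its SD (n = 4) beside them. The Upf3b-ASO livers lie between 0.651 and 1.58 CPM, under all DPBS and control ASO livers.

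To determine how far treatment with the Upf3b-ASO changed the liver transcriptome, Upf3b-ASO livers were compared with control ASO livers. Of 8846 genes tested, 910 (10.29%) had an edgeR adjusted p-value under 0.05, of which 384 were higher and 526 lower in Upf3b-ASO livers. The median absolute log2 fold change of these genes was 0.61. At the cutoffs stated by the study, 212 genes (2.4%) changed, 65 up and 147 down. The count depended on the animals included, and reached 2168 genes without control ASO replicate 3. It was 2849 with sample quality weights, an alternative chosen after seeing the data. The replicate numbers of the labels were used as a block in a further fit, which gave 699 genes, and 189 at the cutoffs of the study. Livers with the same number deviated together no more than other livers of the same sex (mean correlation of deviations 0.43 for both), so that the pairing taken from the labels carried little beyond sex.

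Against DPBS, 790 genes changed in Upf3b-ASO livers, 316 up and 474 down. With the replicate block the count was 606. Changes against both reference groups in the same direction were found for 207 genes that rose and 333 that fell. Control ASO against DPBS, the background of treatment with a scrambled ASO, gave 1 gene at an adjusted p-value under 0.05 and 617 at an unadjusted p-value under 0.05. That gene was Cask (ENSMUSG00000031012, chromosome X, 13517080 to 13851367, minus strand), at 39.7 ± 6.38 CPM in DPBS and 17.7 ± 0.745 CPM in control ASO livers. Its log2 fold change was -1.15 ± 0.13 (SE; edgeR adjusted p = 0.021), and with the replicate block it was -1.15 and did not pass the threshold (edgeR adjusted p = 0.13). Cask also failed to pass in 7 of the 8 fits that each left out 1 animal and in 5 of 11 alternatives, the block included.

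**Figure D3:**
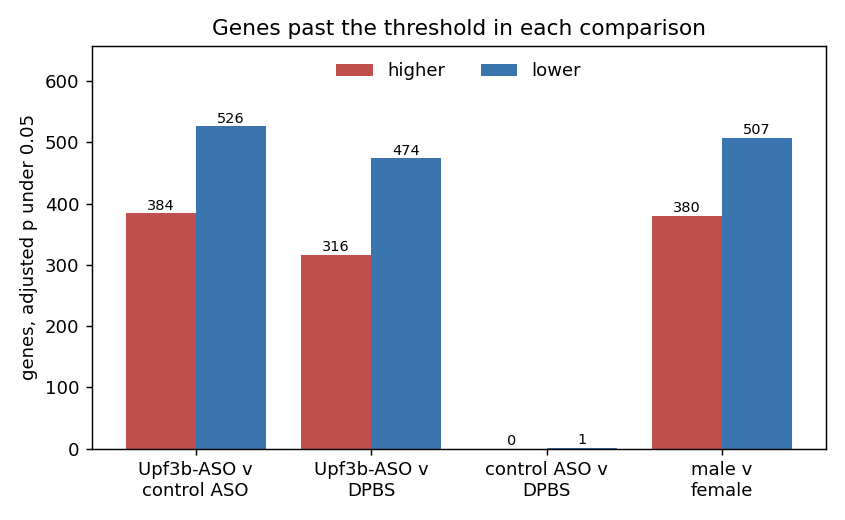
Number of genes with an edgeR adjusted p-value under 0.05 (y axis, bars from 0) in 4 comparisons (x axis), higher in the first-named group in red and lower in blue. Upf3b-ASO against control ASO gave 384 higher and 526 lower, and control ASO against DPBS gave 0 higher and 1 lower.

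Under the naming rule, 170 genes were eligible among those that rose and 251 among those that fell. The largest fall was that of Lipc (ENSMUSG00000032207, chromosome 9, 70798128 to 70952226, minus strand), from 161 ± 45.1 CPM in control ASO livers to 2.80 ± 1.15 CPM (SD, n = 4). Its log2 fold change was -5.83 ± 0.29 (SE; edgeR adjusted p = 2.5e-06). Sil1 (ENSMUSG00000024357, chromosome 18, 35266396 to 35499780, minus strand) went from 54.5 ± 4.40 to 3.61 ± 1.15 CPM, a log2 fold change of -3.92 ± 0.19. Sugct (ENSMUSG00000055137, chromosome 13, 16857472 to 17695553, minus strand) went from 16.5 ± 5.58 to 1.09 ± 0.347 CPM, a log2 fold change of -3.90 ± 0.28. Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975, minus strand) had a log2 fold change of -3.58 ± 0.58 (edgeR adjusted p = 0.0039), which did not pass the threshold without the sex covariate (-4.06, edgeR adjusted p = 0.1). Its reads can be shared with near-identical family members, and it was higher in males (4320 ± 3670 CPM) than in females (327 ± 286 CPM; n = 6 each). Upf3b was the other gene of this set.

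The largest rise was that of Gsta1 (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684, plus strand), from 2.62 ± 2.94 to 45.1 ± 26.8 CPM. Its log2 fold change was 4.41 ± 0.48 (SE; edgeR adjusted p = 0.00039). Gsta2 (ENSMUSG00000057933, chromosome 9, 78331018 to 78355788) rose by 1.75 ± 0.24 on the log2 scale. Gbp10 (ENSMUSG00000105096, chromosome 5, 105215699 to 105239533) rose by 2.36 ± 0.38 and Gbp6 (ENSMUSG00000104713, chromosome 5, 105270702 to 105293698) by 1.79 ± 0.24. Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749960) rose by 1.96 ± 0.26. The Gsta and Gbp genes have close paralogs, so that the division of reads among them is uncertain. All 5 genes kept their direction and stayed past the threshold in the 12 alternatives and the 8 fits that each left out 1 animal.

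NMD factors and endogenous NMD substrates were then examined. Of the 12 genes followed, 9 passed the expression filter and 3 changed, Upf3b included, both with and without the replicate block. Upf2 (ENSMUSG00000043241, chromosome 2, 5951469 to 6056703) rose from 18.0 ± 0.809 to 30.8 ± 1.80 CPM, a log2 fold change of 0.77 ± 0.10 (SE; edgeR adjusted p = 0.001). Smg6 (ENSMUSG00000038290, chromosome 11, 74925823 to 75164448) went from 37.7 ± 4.01 to 11.6 ± 1.09 CPM, a log2 fold change of -1.70 ± 0.12 (edgeR adjusted p = 3.8e-05). The study counts Smg6 among the robust NMD regulators. The comparison cannot separate effects of lower Smg6 from those of lower Upf3b. Smg1 had a log2 fold change of -1.02 ± 0.34, which did not pass the threshold (edgeR adjusted p = 0.083). Its size depended on 430 CPM in control ASO replicate 3. Without that animal it was -0.43 ± 0.08, smaller but past the threshold (edgeR adjusted p = 0.004). Smg5, at 0.20 ± 0.07, did not pass either (edgeR adjusted p = 0.097), and it was -0.07 with the transcript length offset and 0.00 with limma on log2(TPM + 1). Smg5 did pass in 2 of 12 alternatives and without control ASO replicate 3 (0.21, edgeR adjusted p = 0.039). Upf1, Upf3a, Smg9 and Gspt1 had edgeR adjusted p-values of 0.12 or more. Smg9, at 0.38 ± 0.15, passed the threshold without control ASO replicate 3 (0.49, edgeR adjusted p = 0.021), with sample quality weights and with limma on rescaled TPM. Smg8, Atf3 and Gadd45b were under the expression filter and were not tested.

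Reads were assigned to the mouse F9 transcript (ENSMUSG00000031138, chromosome X, 59999464 to 60030759) although the gene was deleted in these animals. The files do not show whether these reads came from the human minigene. F9 was at 8.53 ± 5.22 CPM in DPBS, 26.6 ± 40.0 CPM in control ASO and 28.0 ± 18.6 CPM in Upf3b-ASO livers (SD, n = 4). The difference between Upf3b-ASO and control ASO was smaller than the spread between replicates (log2 fold change 0.58 ± 0.57, edgeR adjusted p = 0.53; with the replicate block 0.84, adjusted p = 0.39). Against DPBS the log2 fold change of F9 was 1.61 ± 0.59, which did not pass the threshold (edgeR adjusted p = 0.12), although each of the 4 treated livers was above the DPBS liver of the same replicate number. Control ASO replicate 3 held 86.1 CPM, against 2.84 to 13.4 CPM in the other control ASO livers. Without this animal, the log2 fold change of F9 against control ASO was 1.77 ± 0.18 and passed the threshold (edgeR adjusted p = 9.2e-05). In the other 7 fits that each left out 1 animal, F9 did not pass. F9 was higher in males than in females by 2.38 on the log2 scale (edgeR adjusted p = 0.0128).

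As a transcript-level measure, the percent of TPM on transcripts of the NMD biotype was compared. It was 15.20% ± 0.22 in DPBS, 15.11% ± 0.54 in control ASO and 16.08% ± 0.22 in Upf3b-ASO livers (SD, n = 4). Upf3b-ASO livers exceeded control ASO livers by 0.97 percentage points (exact permutation test, two-sided, p = 0.029) and DPBS livers by 0.88 points (exact p = 0.029). Control ASO and DPBS differed by -0.09 points, less than the spread between replicates (exact p = 0.771). With animals paired by replicate number, the replicate block gave the same difference of 0.971 points with an exact p of 0.125, the smallest that 4 pairs can give. The median over genes of the share within the gene differed by 0.493 points (exact p = 0.143). In this measure control ASO replicate 3, at 10.38%, lay above all treated livers (9.77% to 10.06%), and the other control ASO livers lay at 8.98% to 9.17%.

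**Figure D4:**
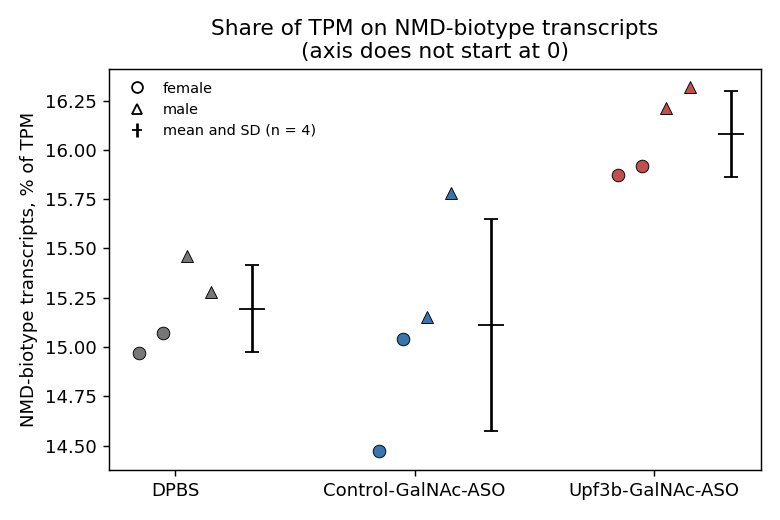
Percent of TPM on NMD-biotype transcripts (y axis, not starting at 0) in each liver of the 3 groups (x axis), with circles for females, triangles for males and the group mean with its SD (n = 4). The Upf3b-ASO livers lie between 15.87% and 16.32%, above the highest control ASO liver at 15.78%.

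Sex was the other factor of the design. Between males and females, 887 genes differed, 380 higher and 507 lower in males. With limma on log2(TPM + 1) the count was 3081, and 2939 of these were lower in males, so that the balance of directions was not kept. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were higher in males by 6.35 ± 0.39, 6.24 ± 0.27, 3.54 ± 0.21 and 1.39 ± 0.07 on the log2 scale (SE, n = 6 per sex). Females, which carry no Y chromosome, still held 19.4 ± 1.23 CPM on Kdm5d and 2.82 ± 0.606 CPM on Uty (SD, n = 6). Males held 50.8 ± 3.59 and 33.4 ± 9.31 CPM. The source of the female reads was not tested, and they make these log2 differences smaller. The largest differences toward males were those of Cyp4a12a (6.75 ± 0.39), Mup7 (6.46 ± 0.51) and Cyp4a12b (6.39 ± 0.40). The largest toward females were Sult3a1 (-6.48 ± 0.41), Sult2a1 (-6.43 ± 0.86) and A1bg (-6.28 ± 0.47). Several of these belong to families with near-identical members. In the test of the interaction, no gene had an Upf3b-ASO effect that differed between the sexes at an adjusted p-value under 0.05, and 647 did at an unadjusted p-value under 0.05. The control ASO males in this test were 2 animals, and 1 of them was the deviating replicate 3, so that these numbers cannot be read apart from that animal. The comparison within females gave 149 changed genes and that within males 358.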

Values the study reported

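The study reported 233 mRNAs, or 2.8% of the liver transcriptome, as changed in Upf3b-GalNAc-ASO treated livers. Of these, it counted 103 as upregulated and 130 as downregulated, among about 8400 genes quantified. It gave a reduction of Upf3b mRNA in liver of more than 95%, measured by qPCR with DPBS livers as the reference. In a further experiment, also by qPCR, hFIX-R29X mRNA was stated to be 4.7-fold higher in males than in females.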

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

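Except for the tests of the NMD-biotype share and of the erythroid list, the tests in this part were chosen only after the result was seen. In each group of 4 livers, 43 measures were searched for an animal far from the other 3. Of 129 such groups, 8 held one. A rate of 1 in 20 in independent groups would give about 6.5. Several measures are related, and genes named for a sex difference part each group by sex. The 6.5 is therefore no sound chance value to set against the 8. Of the 8, 5 were the same animal, control ASO replicate 3, and these are not independent of one another.

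Control ASO replicate 3, a male, stood apart in Atf3 (348 CPM against 2.19 to 2.88 CPM in the other control ASO livers), Gadd45b (211 against 1.49 to 1.81 CPM), Smg1 (430 against 128 to 142 CPM) and F9 (86.1 against 2.84 to 13.4 CPM). Its median share within the gene on NMD-biotype transcripts was 10.38%, against 8.98% to 9.17%. A mislabelled Upf1-ASO liver was considered. The log2 ratio of Upf1 to the other control ASO livers was -0.41, a smaller loss than the log2 ratio of -1 set as the mark of such a liver. For a swap with an Upf3b-ASO liver, the log2 ratio of Upf3b was -0.34, far from the -3.30 of the treated group. Its total count ranked 4 of 4 from the lowest, so that depth did not account for it. Its share of summed TPM on NMD-biotype transcripts ranked 4 from the highest among the 8 DPBS and control ASO livers, although its median share within genes was the highest. A written list of 16 acute-phase genes had a median log2 ratio of 2.16 and lay at the percentile 100 of 10000 matched random lists, with 14 of 16 genes higher. An acute-phase or stress state of this animal is a candidate explanation. Library or handling batches are not given in the labels and no test separates them from such a state.

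Haemoglobin genes held 0.2933% of the counts in control ASO replicate 1, against 0.0203% to 0.0253% in the other control ASO livers. Its total count ranked 2 from the lowest of the 4. A written list of erythroid genes without haemoglobin had a median log2 ratio of 1.82 over 11 genes and lay at the percentile 100 of matched random lists. The pattern is consistent with more erythroid cells in this sample. Residual blood and erythropoiesis in the liver cannot be told apart by this test.

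Gbp10 was at 36.4 CPM in DPBS replicate 2, against 9.95 to 12 CPM in the other DPBS livers. Sult2a1 was at 74.4 CPM in Upf3b-ASO replicate 2, against 0.0666 to 1.86 CPM in the other 3 livers. In the DPBS and control ASO groups Sult2a1 was at 21.5 to 62.7 CPM in the females, so that among the treated females replicate 1 lay under this range and replicate 2 above it. Both genes have close paralogs, and no explanation was tested for either.

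A transcript that the annotation did not match, ENSMUST00000160554 (159 bases, effective length 48.8 bases), held 11.96% ± 3.49 of the TPM in Upf3b-ASO livers, 6.22% ± 2.71 in control ASO livers and 5.28% ± 3.02 in DPBS livers (SD, n = 4). The difference did not pass the threshold against control ASO (exact permutation test, two-sided, p = 0.086) or DPBS (exact p = 0.057). At most 0.81% of the counts of a liver fell on it, so that its large TPM share is consistent with its short effective length. No biological explanation of the difference between groups was tested. A larger share on this transcript lowers the TPM of every other gene in that liver.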

How the results depend on the processing

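The alternatives were fixed before the data were examined, apart from sample quality weights, rescaled TPM and the median NMD-biotype share without control ASO replicate 3, which were chosen after seeing the data. Where no test shows a cause below, the cause was not tested.

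The log2 fold change of Upf3b stayed negative and past the threshold in each of 12 alternatives (from -3.59 to -2.03) and in the 8 fits that each left out 1 animal (from -3.67 to -3.14).

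For Upf3b-ASO against control ASO, 910 genes became 1584 with the DESeq2 Wald test, 353 with limma on log2(TPM + 1), 340 on log2(TPM + 0.1), 519 without the sex covariate, 363 with only the 2 groups compared, 339 at an adjusted p-value under 0.01, 2849 with sample quality weights and 572 with limma on rescaled log2(TPM + 1). The other alternatives stayed within 1.5 times the count. The fits that each left out 1 animal gave from 434 to 2168 genes, the highest without control ASO replicate 3. At the cutoffs of the study, 212 genes became 339 at a TPM of at least 1, 607 with no filter, 119 at an adjusted p-value of at most 0.01 and 77 with the median p-value of the treated replicates. Leaving out 1 animal gave from 155 to 280.

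For Upf3b-ASO against DPBS, 790 genes became 1274 with DESeq2, 326 and 305 with limma on log2(TPM + 1) and log2(TPM + 0.1), 477 without the sex covariate, 2478 with only the 2 groups compared and 2910 with sample quality weights. Leaving out 1 animal gave from 400 to 555. For control ASO against DPBS, the single gene became 45 with DESeq2, 77 with sample quality weights and 0 with the transcript length offset, with limma on log2(TPM + 1), on log2(TPM + 0.1), with the replicate block and with only the 2 groups compared, where 617 genes had an unadjusted p-value under 0.05 in the reported fit. Leaving out 1 animal gave from 0 to 5.

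Between the sexes, 887 genes became 1359 with DESeq2, 3081 and 2978 with limma on log2(TPM + 1) and log2(TPM + 0.1) and 590 in DPBS animals only. Leaving out 1 animal gave from 581 to 1939. No gene had an effect that differed between sexes, against 1 with no filter and 2 with DESeq2. For this result no fit that left out 1 animal was run. Such a fit would have left 1 animal in a group and sex, but could have taken its spread from the others. How far the result rests on control ASO replicate 3 was therefore not tested. Of the NMD factor and substrate genes, 3 changed, against 5 with DESeq2, 6 with sample quality weights and from 3 to 6 on leaving out 1 animal.

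The difference in the NMD-biotype share of 0.971 points was 0.493 points (exact p = 0.143) for the median over genes of the share within the gene and 0.971 (exact p = 0.125) with the replicate block, neither past the threshold. The median over genes differed by 0.824 points without control ASO replicate 3 (exact p = 0.057, the smallest that 3 animals against 4 can give), so that its weaker difference rested on that animal. In the share of summed TPM, leaving out 1 animal gave from 0.758 to 1.194 points, all positive and none able to reach the threshold.

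Some genes near 0 changed sign. Gspt1, -0.01 on the log2 scale, was 0.03 with no filter, 0.05 with limma on log2(TPM + 1), 0.05 on log2(TPM + 0.1), 0.13 on rescaled TPM and from -0.04 to 0.02 on leaving out 1 animal. Smg5, 0.20, was -0.07 with the transcript length offset, 0.00 with limma on log2(TPM + 1) and 0.00 on log2(TPM + 0.1). Upf3a, -0.11, was 0.01 with sample quality weights, 0.06 on rescaled TPM and from -0.15 to 0.00 on leaving out 1 animal. Each count of genes was also followed by direction and each named gene under each setting, and a comparison here is 1 such value under 1 setting. Under the alternatives, 48 comparisons moved, all of them counts by direction, 7 became stronger (Smg1, Smg5, Smg9 and F9) and 6 weaker (Cask and Serpina1e). On leaving out 1 animal, 35 comparisons moved, again all counts by direction, 5 became stronger (Smg1, Smg5, Smg9 and F9) and 7 weaker (Cask).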

Other observations

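The tests of genomic span and of F9 in this part were chosen only after the result was seen.

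Other splits of the same livers were fitted as the real one. Among the 8 splits of the Upf3b-ASO and control ASO livers that part all same-numbered pairs, 1 gave as many changed genes, the real one, and the others gave at most 2. The same held at the cutoffs of the study (1 of 8, at most 45 in the others) and for the NMD factor and substrate genes (1 of 8). Upf3b-ASO against DPBS (1 of 8) and control ASO against DPBS (1 of 8) were also largest in the real split, with 0 genes in the others. With 8 splits the share cannot go under 0.125, so that this count alone cannot exclude an accidental division of the animals. The 35 splits of the 8 livers include 24 that part only 2 same-numbered pairs and 3 that part none. At the cutoffs of the study these gave at most 128 and 9 genes, and no more than 0 at an adjusted p-value under 0.05. For the sexes, 1 of 100 drawn splits of the 12 livers gave as many genes, the real one, and the others at most 3.

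The lower depth of the Upf3b-ASO libraries was tested by thinning each library to the smallest. Of the 910 genes, 91.8% were kept. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.05 with GC content and -0.188 with spliced length (0.054 and -0.187 with the replicate block), both under the value of 0.3 set before the test. Among 590 genes that differed between the sexes in DPBS livers, the Upf3b-ASO effect had a rho of 0.269 with the sex difference (0.299 in females, 0.198 in males), close to 0.3 but under it. The difference in the summed NMD-biotype share did not rest on control ASO replicate 3, since it was 0.983 points without it.

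Genes that fell under Upf3b-ASO often spanned long loci, as Sugct (838.1 kb), Sil1 (233.4 kb), Smg6 (238.6 kb) and Lipc (154.1 kb) do. Of 966 genes over 100 kb, 18.22% fell and 1.76% rose against control ASO. Of 4121 genes under 20 kb, 3.3% fell and 4.88% rose. Against DPBS, 19.77% of the genes over 100 kb fell. The rho of log2 fold change with span was -0.19 across genes and -0.106 given spliced length, GC content and expression level. In absolute size both lay under the value of 0.3 that was applied to GC content and spliced length. The rho with span was -0.206 without control ASO replicate 3 and -0.188 after thinning. In control ASO against DPBS it was -0.076, against -0.261 in Upf3b-ASO against DPBS. Of the 8 splits of the Upf3b-ASO and control ASO livers that part same-numbered pairs, 2 gave as large an absolute rho. These were the real split and another with 0.193, where the sign of a split other than the real one is arbitrary. For Upf3b-ASO against DPBS, another split gave 0.319, above the real one, and the rest lay under it. For control ASO against DPBS, splits with 0.1 and 0.117 lay above the real one and the rest under it. As 8 splits cannot give a share under 0.125, these counts could not have excluded an accidental division of the animals. None of the 3 correlations can be told apart from one. A hypothesis is that this ASO, or Upf3b depletion, may lower long pre-mRNAs. Matches of the ASO to introns were not analysed here.

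Without control ASO replicate 3, F9 had a log2 fold change of 1.77 ± 0.18 (SE; edgeR adjusted p = 9.2e-05), Smg1 -0.43 ± 0.08 (adjusted p = 0.004), Smg5 0.21 ± 0.06 (adjusted p = 0.039) and Smg9 0.49 ± 0.13 (adjusted p = 0.021). Reads of the human minigene counted on the mouse transcript are a candidate source of the F9 signal. The study describes no F9 gene in these mice other than the minigene. F9 was also higher in males here, the direction the study found for hFIX-R29X mRNA by qPCR. The reads were not compared with the human sequence, so that the fold change alone does not show their source.

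At the cutoffs of the study, 65 genes rose and 147 fell here. The number that rose is lower and the number that fell higher than those quoted from the study, but with the median p-value of the treated replicates, 34 rose and 43 fell, both lower.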
